A study of Capitella teleta with 10 samples. Its data were reported in "Annelid functional genomics reveal the origins of bilaterian life cycles" (2023).

How the data were processed

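Chromatin accessibility of the annelid Capitella teleta was profiled by ATAC-seq, in which a transposase cuts and tags open DNA, in 10 libraries of about 50000 cells each. The growth protocol in the labels of all 10 libraries describes the rearing of another annelid, Owenia fusiformis. The species was taken from the organism label, the sample titles and the study, and all scaffold names in the deposited lists and table begin with an abbreviation of Capitella teleta. The labels give 5 developmental stages with 2 libraries per stage: the 64-cell embryo, the gastrula, and the larva at stage 4tt, stage 5 and stage 8. Per the methods of the study, about 500, 200, 120, 90 and 50 animals were used per library at these stages in this order. Per the methods of the study, the 64-cell, gastrula and stage 4tt libraries (6) were sequenced at Oxford, and the stage 5 and stage 8 libraries (4) at Novogene on another instrument with longer reads, which the authors trimmed to the length of the others. The source names in the labels fall into the same 2 sets, which are treated here as 2 batches. No stage was sequenced in both batches, so stage and batch differ together between stage 4tt and stage 5.

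The authors removed adaptors with cutadapt, mapped read pairs with NextGenMap, removed duplicates with samtools, shifted reads for the offset of the transposase with deepTools and called peaks in each library separately with MACS2. The deposited lists number 10, 1 per library, and replicates were not pooled. Each deposited list gives per peak a fold enrichment over background (a ratio), a −log10 p-value, a −log10 q-value, a score that is in nearly all lines 10 times the −log10 q-value truncated to a whole number, and the offset of the summit. These values are the authors' own. They were used here to rank and filter peaks within a list, and the fold enrichment also to describe lists side by side and, averaged over the 10 lists, to describe regions. No p-value was computed from them. The lowest −log10 q-value in any list was 2.00. The authors then kept reproducible peaks per stage, removed peaks in repeats, and built a consensus set with DiffBind that was normalized using DESeq2. The deposited table holds 1 normalized signal value per consensus peak and library for 46409 peaks. All starts and ends of consensus peaks (100% of each) were found among the starts and ends of the called peaks, which count from 0, so starts are given here counted from 1. The methods of the study do not name the genome build to which these libraries were mapped. For its gene annotation the study names the Ensembl Metazoa assembly of the species, and for a gene search the assembly of the reference gene table used here. Whether either is the build of the peaks was not tested, and coordinates are those of the deposited files on numbered scaffolds.

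The deposited signal values are not counts. In each library they were whole multiples of a step that varied smoothly with the abundance of the peak, which is the form of reads multiplied by a normalization factor. The step was estimated with a running median over 41 peaks in 14 rounds. Within a tolerance of 0.1 reads, 99.99% of 56159 values between 1 and 50 reads came out whole, as did 99.2% between 51 and 200 reads and 91.7% above 200 and up to 400 reads. Over all values above 0 the share was 72.7%, since the step is not known well enough to resolve single reads at high values. For the 64-cell replicate 1 and both gastrula libraries a single constant step was not enough and the smooth step was needed. On simulated reads for 46409 peaks in all 10 libraries, 99.998% of values between 1 and 200 reads were recovered exactly. The recovered reads give the depth within consensus peaks, not the depth of the whole library.

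For the comparisons between consecutive stages, which follow the design of the study, log2(value + 1) was tested with limma 3.58.1 in R 4.3.3, with a trend and robust empirical Bayes moderation. All 10 libraries entered 1 fit without covariates. P-values were two-sided and were adjusted with the Benjamini-Hochberg method over all 46409 peaks. A peak was called opened or closed at an adjusted p under 0.05 with any fold change. Fold changes are on the log2(value + 1) scale, which understates changes of weak peaks. The test was checked on simulated data for the comparison from gastrula to stage 4tt, with 46409 peaks of which 200 were changed. It called 50.7% of 67 peaks changed 1.5-fold, 100% of 67 peaks changed 2-fold and 100% of 66 peaks changed 4-fold in the right direction. Of 46209 unchanged peaks it called 5. The changed peaks were drawn from those at or above the median gastrula value, and far fewer changed than were called in the data. The dispersion was the same for all peaks and libraries. Power for weak peaks and false calls under unequal spread were therefore not tested.

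Peak lists were compared with bedtools 2.31.1. Similarity of 2 lists was the Jaccard index, the base pairs covered by both lists over those covered by either. The mean index of the 5 same-stage pairs was compared with all pairings of the 10 libraries in an exact permutation test, one-sided. A peak of replicate 1 was called replicate-supported where it overlapped a peak of replicate 2 by at least 50% of either peak. Supported peaks of all stages were merged, and a merged region was present at a stage when a supported peak of that stage overlapped it by 1 bp or more. The stage of maximum accessibility was the stage with the highest mean over its libraries. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

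Before the data were examined, the comparisons and their tests, the peaks to be named and most alternatives were chosen. The way reads were recovered, the principal components, the correlations between libraries and the relation of peak number to reads were added after seeing the data. The peaks to be named were fixed by a rule. For each contrast these are the peaks with the largest rise and the largest fall among those called, with both libraries of 1 stage above both of the other and a mean at or above the median of all peaks. From the lists the region called in all 10 libraries with the highest mean fold enrichment is named. The alternatives chosen at that point were TMM factors computed on the table, quantile normalization, DESeq2 1.42.0 on the recovered reads, a pseudocount of 8, a filter at the lower quartile of the mean, fits on 4 libraries, a minimum log2 change of 1, the replicate number as a block, each library left out in turn, stricter or equally long peak lists, and other overlaps. Chosen after seeing the data were edgeR 4.0.16 on the recovered reads, with the authors' factors or with TMM, a scaling without the 10 strongest peaks, and leaving out both libraries of a stage.

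Of the 31977 genes in the reference gene table (assembly Capca1), 0 are placed on a named scaffold, so peaks could not be set against genes. Genomic features of peaks and peaks near Hox genes were therefore not analysed here.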

Results

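To follow chromatin accessibility through the life cycle of Capitella teleta, an annelid with a non-feeding larva, ATAC-seq libraries were compared across 5 stages, the 64-cell embryo, the gastrula, and the larva at stage 4tt, stage 5 and stage 8, with 2 libraries per stage. The deposited values comprise a list of called peaks per library and a table of normalised values for 46409 consensus peaks with a median width of 810 bp on 5551 scaffolds. The reads within consensus peaks, recovered from the normalised values and therefore approximate, were 14004790 and 16556459 in the 64-cell libraries, 22793682 and 24829526 in the gastrula libraries, and 27201377 and 25316474 in the stage 4tt libraries. They were higher in the second sequencing batch, with 37977463 and 44096861 at stage 5 and 56956902 and 37821284 at stage 8. The median peak was covered by 143 reads in the shallowest library and by 679 in the deepest. Replicates of every stage differed by more than sampling noise, with a chi-square per degree of freedom between 3.93 at stage 8 and 6.02 at the 64-cell stage over peaks with 20 or more reads.

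The number of called peaks was higher at the later stages. Lists held 43034 ± 4000.1 peaks (mean ± SD, n = 2) in the 64-cell embryo, 44537 ± 263 (n = 2) in the gastrula, 46991 ± 1433 (n = 2) at stage 4tt, 55769 ± 506 (n = 2) at stage 5 and 63687 ± 1525 (n = 2) at stage 8. The covered length was 20.1 ± 3.36 Mb (SD, n = 2) in the 64-cell embryo, 26.0 ± 0.486 Mb (SD, n = 2) in the gastrula, 26.0 ± 0.241 Mb (SD, n = 2) at stage 4tt, 37.3 ± 0.442 Mb (SD, n = 2) at stage 5 and 37.0 ± 2.63 Mb (SD, n = 2) at stage 8. The difference in peak number between stage 4tt and stage 5, which is also the difference between batches, exceeded the spread between replicates, and that between the 64-cell embryo and the gastrula did not. The median fold enrichment that the authors' peak caller assigned lay between 2.89 and 3.20 in the 6 Oxford libraries and between 2.34 and 2.53 in the 4 Novogene libraries. The later lists therefore held more peaks of lower enrichment. As the batches form separate clusters, peak number was set against reads only within the 6 Oxford libraries. Pearson's r was 0.739 (exact permutation p = 0.1, two-sided) and Spearman's rho 0.829 (exact permutation p = 0.0583), both with an adjusted p of 0.1 over these 2 tests. Without the 2 libraries farthest from the median read number, both from the 64-cell embryo, r was 0.927 over the remaining 4 libraries. Reads rose with stage within this batch, and the permutations ignored the replicate pairs. None of these coefficients therefore parts depth from stage. The 4 Novogene libraries were too few for such a test.

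**Figure D1:**
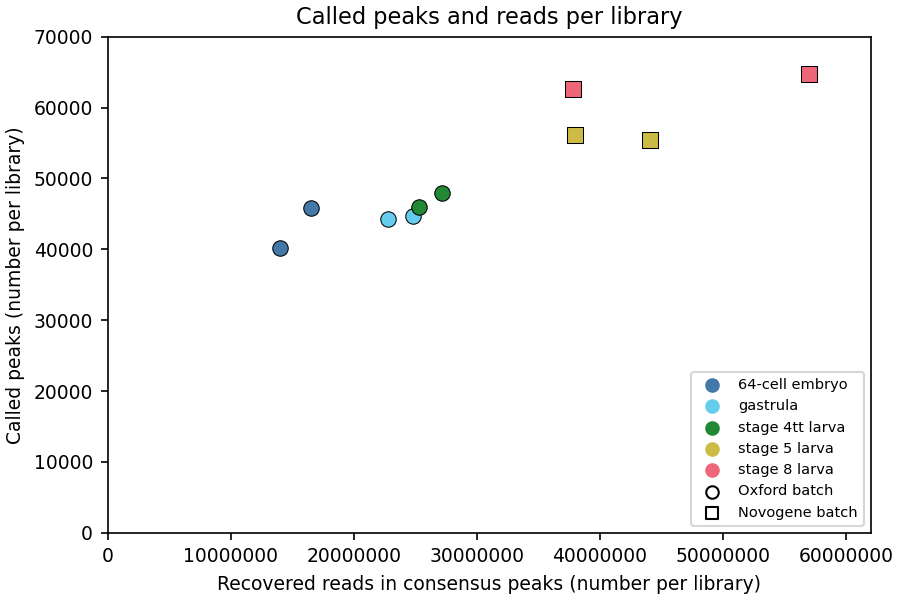
Number of called peaks (vertical axis) against recovered reads in consensus peaks (horizontal axis) for each of the 10 libraries, coloured by stage, with circles for the Oxford batch and squares for the Novogene batch. The 4 Novogene libraries lie above all 6 Oxford libraries on both axes, from 37821284 reads and 55411 peaks upwards.

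The region called in all 10 libraries with the highest mean fold enrichment lay on scaffold 45078, from 63 to 998. Its fold enrichment was 32.4 ± 2.29 (SD, n = 10), from 29.3 to 36.2 in single libraries. It is 1 of 19631 regions called in every library, and it overlaps a consensus peak.

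Whether libraries of a stage resembled each other was tested with the peak lists. The mean Jaccard index of the 5 same-stage pairs was 0.684, against 0.440 between libraries of different stages. No other pairing of the 10 libraries reached the mean of the real one (exact permutation p = 0.00106, one-sided, the smallest that these pairings can give). Measured as the share of peaks that overlapped by at least 50%, the alternative that moved it most, the mean was 0.818 within and 0.658 between stages. The index of same-stage pairs ranged from 0.576 in the 64-cell embryo to 0.730 at stage 5. Between consecutive stages the mean index was 0.435 from the 64-cell embryo to the gastrula, 0.620 from the gastrula to stage 4tt, 0.471 from stage 4tt to stage 5 and 0.592 from stage 5 to stage 8. Within the batches the exact test has too few pairings to reach a p of 0.05. The real pairing ranked first of 15 in the Oxford libraries (exact p = 0.0667, mean 0.666) and first of 3 in the Novogene libraries (exact p = 0.333, mean 0.712), in each case the smallest p possible.

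Replicate-supported peaks numbered 32813 in the 64-cell embryo, 37526 in the gastrula, 39387 at stage 4tt, 46755 at stage 5 and 51570 at stage 8. They made up between 79.6% and 84.6% of the peaks of replicate 1. The counts moved most, to 45862 in the 64-cell embryo and 44723 in the gastrula, without replicate 1 of the stage, and to 48004 at stage 4tt without replicate 2, since a single list is not filtered by a replicate. At stage 5 and stage 8 they moved most, to 35766 and 35157, when only the 40205 top peaks of each library were taken, which caps the count at every stage and does not test the difference between stages. Merging the supported peaks gave 68440 regions. Of these, 18892 (27.6%) were present at all 5 stages. Regions present at 1 stage only numbered 3714 (5.43%) in the 64-cell embryo, 2370 (3.46%) in the gastrula, 2272 (3.32%) at stage 4tt, 3359 (4.91%) at stage 5 and 9120 (13.3%) at stage 8. Equal lists lowered the number specific to stage 8 to 3860, and the number specific to the 64-cell embryo was then higher, at 4398. The numbers also rested on both libraries of a stage. When the list of a single library stood for its stage, without the filter by its replicate, the specific regions numbered 8499 and 6129 without 64-cell replicates 1 and 2, 4783 and 4560 without those of the gastrula, and 4142 and 4882 without those of stage 4tt. They numbered 7201 and 7937 without those of stage 5, and 15914 and 17330 without those of stage 8. Without stage 8 replicate 2, 2187 regions were specific to stage 5.

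In the table of consensus peaks, Pearson's r of log2(value + 1) across peaks, which are not independent replicates, lay between 0.975 and 0.993 for the 2 libraries of a stage. It was between 0.866 and 0.961 for libraries of different stages. The first principal component held 46.6% of the variance and parted the Oxford from the Novogene libraries, with scores from −124 to −31.8 and from 84.5 to 139. The second held 21.4% and parted the 64-cell libraries, with scores of −126 and −128, from all others. The third held 12.7%, with the highest scores, 75.9 and 95.9, at stage 4tt.

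**Figure D2:**
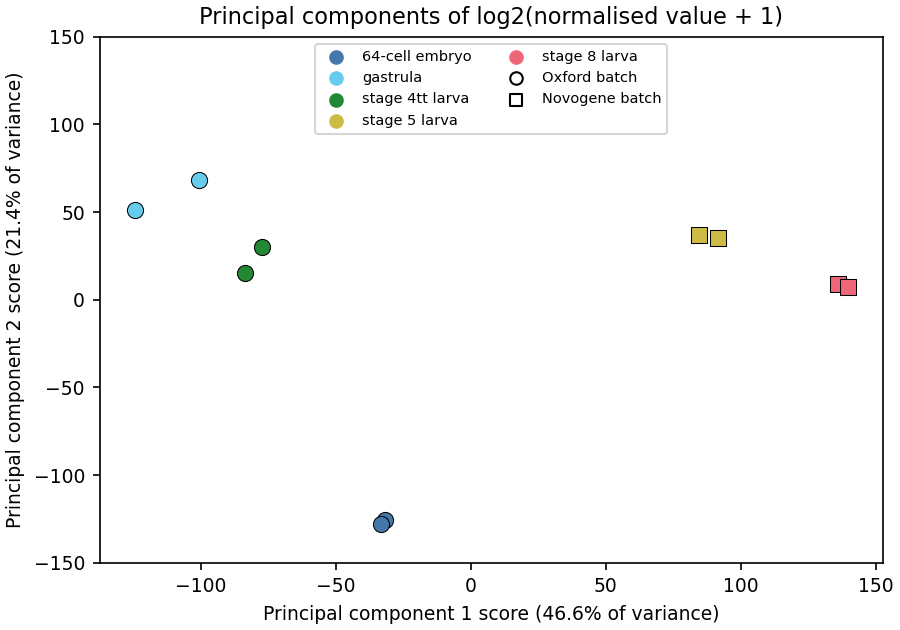
Scores of the 10 libraries on the first (horizontal axis, 46.6% of variance) and second (vertical axis, 21.4% of variance) principal components of log2(normalised value + 1), coloured by stage, with circles for the Oxford and squares for the Novogene batch. All Oxford libraries lie at or below −31.8 on the first component and all Novogene libraries at or above 84.5.

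The study asked when accessibility changes during development, which the comparisons of consecutive stages address. From the 64-cell embryo to the gastrula 12594 consensus peaks opened and 16864 closed (limma, adjusted p under 0.05). From the gastrula to stage 4tt 10092 opened and 6839 closed. From stage 4tt to stage 5 18490 opened and 9276 closed. From stage 5 to stage 8 7107 opened and 8080 closed. The number of changed peaks was thus 29458, 16931, 27766 and 15187 in the order of development. A minimum absolute log2 change of 1 moved these counts most, to 11525, 4134, 9114 and 2795. From stage 5 to stage 8 the count also depended on single libraries, and was 9824 without stage 5 replicate 1, 9507 without stage 5 replicate 2, 9620 without stage 8 replicate 1 and 9756 without stage 8 replicate 2. Which comparison held the most changed peaks depended on the fit. Fits on only the 4 libraries of the 2 stages compared gave 24603, 13358, 29927 and 22220 in the order of development. Stage 4tt to stage 5 then ranked first. The study placed the largest changes in accessibility of this species at the stage 5 larva. The comparison from stage 4tt to stage 5 is also a comparison between batches, and these cannot be told apart here.

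The split into opened and closed peaks depended on how libraries were scaled. Of the peaks changed from stage 4tt to stage 5, 66.6% opened in the authors' scaling, 50.4% with TMM factors computed on the table and 50.2% after quantile normalization. From the gastrula to stage 4tt the share was 59.6% in the authors' scaling, 49.7% with TMM factors computed on the table and 49.2% with TMM on the recovered reads. From the 64-cell embryo to the gastrula it was 42.8% in the authors' scaling, 50.4% with TMM factors on the table and 36.9% with equal totals computed without the 10 strongest peaks. From stage 5 to stage 8 the same 3 scalings gave 46.8%, 42.7% and 51.8%. The median log2 change of all peaks from stage 4tt to stage 5 was 0.23 in the authors' scaling, 0.04 with TMM factors and 0.01 after quantile normalization. An opening by less than 0.23 in this comparison is therefore no rise relative to the median peak. Count tests on the recovered reads with the authors' factors gave similar numbers. DESeq2 called 27361, 15375, 26911 and 15837 changed peaks in the order of development, and edgeR's quasi-likelihood test 28583, 17111, 28854 and 17902. The largest count was from the 64-cell embryo to the gastrula with DESeq2 and from stage 4tt to stage 5 with edgeR.

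**Figure D3:**
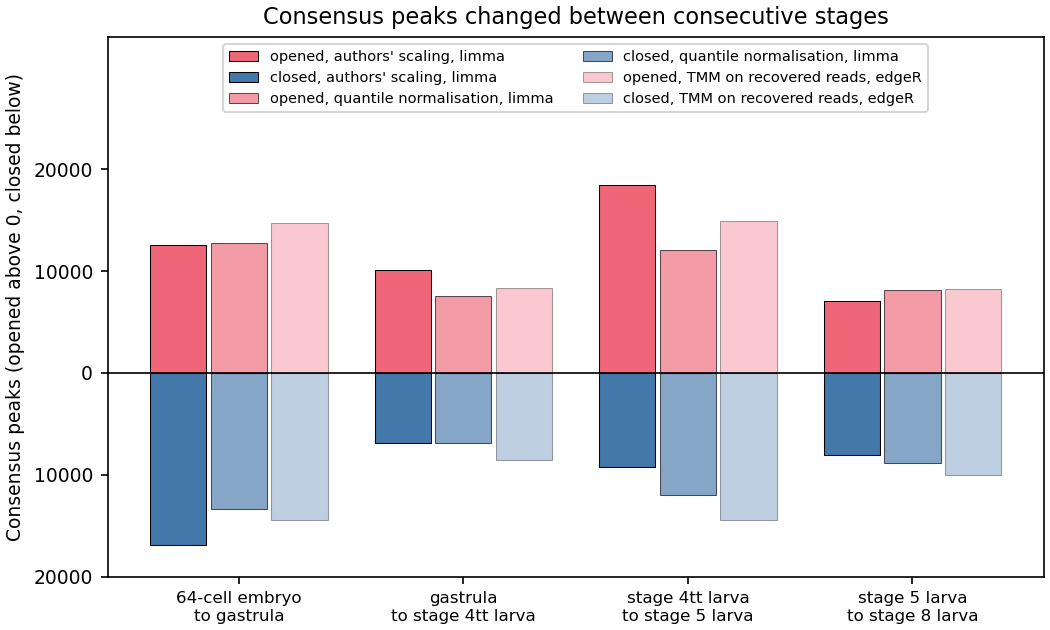
Number of consensus peaks opened (bars above 0) and closed (bars below 0) at an adjusted p under 0.05 in the 4 comparisons of consecutive stages, in 3 shades for the authors' scaling with limma, quantile normalisation with limma, and TMM on recovered reads with edgeR. From stage 4tt to stage 5 the opened bar is far taller than the closed bar in the authors' scaling, 18490 against 9276, and nearly equal in the other scalings shown.

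Single peaks were named by the rule given above. From the 64-cell embryo to the gastrula the largest rise was at CTEL_peak_1178 (scaffold 10382, 162 to 869), from 46.7 ± 19.3 to 983 ± 21.6 normalised units (SD, n = 2 each), a log2 change of 4.43 with a standard error of 0.25 (limma, adjusted p = 1.03e-08). The largest fall was at CTEL_peak_19779 (scaffold 29, 727450 to 729781), from 4948 ± 1113 to 255 ± 9.46 units (SD, n = 2 each), a log2 change of −4.25 with a standard error of 0.14 (limma, adjusted p = 1.27e-10). From the gastrula to stage 4tt CTEL_peak_25644 (scaffold 380, 105593 to 106052) rose most, from 184 ± 26.3 to 1045 ± 1.42 units (SD, n = 2 each), a log2 change of 2.51 with a standard error of 0.14 (limma, adjusted p = 4.01e-07). From stage 5 to stage 8 CTEL_peak_19443 (scaffold 286, 45410 to 47071) fell most, from 1063 ± 104 to 94.9 ± 12.1 units (SD, n = 2 each), a log2 change of −3.47 with a standard error of 0.12 (limma, adjusted p = 9.23e-10).

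The other 4 places went to 2 peaks with nearly no reads at 1 stage. CTEL_peak_8197 (scaffold 15768, 49 to 626) showed the largest fall from the gastrula to stage 4tt and the largest rise from stage 4tt to stage 5. Its libraries held 707 and 247 reads in the gastrula, 0 and 2 at stage 4tt, and 414 and 585 at stage 5. The ratio of the gastrula to the stage 4tt mean was 523, with a 95% interval from 145 to 4316, and that of stage 5 to stage 4tt was 296, from 82.0 to 2447. These exact Poisson intervals cover only the counting error of the 2 reads at stage 4tt. The fitted log2 changes of −8.20 (standard error 1.66, limma, adjusted p = 0.015) and 7.60 (standard error 1.66, limma, adjusted p = 0.0115) depend on the pseudocount. Replicates of this peak also differed within the 64-cell stage, with 58 and 2 reads. The call was lost without gastrula replicate 1 (adjusted p = 0.0632) or stage 4tt replicate 1 (adjusted p = 0.0749) in the first comparison. It was lost without stage 4tt replicate 1 (adjusted p = 0.0616), stage 5 replicate 1 (adjusted p = 0.0518) or stage 5 replicate 2 (adjusted p = 0.0523) in the second. All of these are limma fits. Over all alternatives the adjusted p ranged from 2.52e-06 (DESeq2) to 0.0749 (limma) in the first comparison and from 9.91e-06 (DESeq2) to 0.0616 (limma) in the second. CTEL_peak_44582 (scaffold 9032, 3921 to 4618) showed the largest fall from stage 4tt to stage 5, from 1199 ± 597 to 10.2 ± 6.60 units (SD, n = 2 each), and the largest rise from stage 5 to stage 8, to 788 ± 99.8 units (SD, n = 2). The log2 changes were −6.78 (limma, adjusted p = 1.38e-05) and 6.27 (limma, adjusted p = 2.78e-05), with a standard error of 0.45. Its stage 5 libraries held 7 and 22 reads. The ratio of the stage 4tt to the stage 5 mean was 117, with a 95% counting interval from 78.5 to 168, and that of stage 8 to stage 5 was 77.2, from 51.6 to 111.

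The study asked whether regions are most open early or once the trunk forms. Of 46019 consensus peaks with a value above 0, 17.3% had their highest stage mean in the 64-cell embryo, 17.6% in the gastrula, 15.8% at stage 4tt, 16.6% at stage 5 and 32.7% at stage 8. Thus 34.9% had their maximum in the 2 stages before stage 4tt and 65.1% in the 3 stages from stage 4tt on. As the groups hold unequal numbers of stages, these shares alone do not show an excess of late maxima. The study called the numbers on either side of trunk onset comparable in this species. Stage 5 and stage 8 were sequenced only in the Novogene batch, so batch and stage cannot be told apart in the later share. With replicate 1 or replicate 2 alone the share before stage 4tt was 35.5% and 34.9%. Quantile normalization moved it most, to 41.7%. The SD of the stage 8 share between replicates was 3.61 percentage points, less than its distance to any other stage. The SD between replicates of the 64-cell, gastrula and stage 4tt shares was 1.11, 1.55 and 1.07 percentage points. The gastrula share exceeded the stage 4tt share by more than each of these SDs. The 64-cell share exceeded the stage 4tt share by more than 1.11 and 1.07 points, but not by more than 1.55. The 64-cell and gastrula shares differed from each other by less than each of these SDs. The stage 5 share differed from those of the 3 earlier stages by less than its own SD of 2.10. With either replicate alone the 64-cell and gastrula shares were above the stage 4tt share. For the 64-cell embryo the gap was small with replicate 1, at 16.8% against 16.4%. Among peaks at or above the median mean, the stage 4tt share was the higher, at 22.8% against 17.3% and 19.2%.

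**Figure D4:**
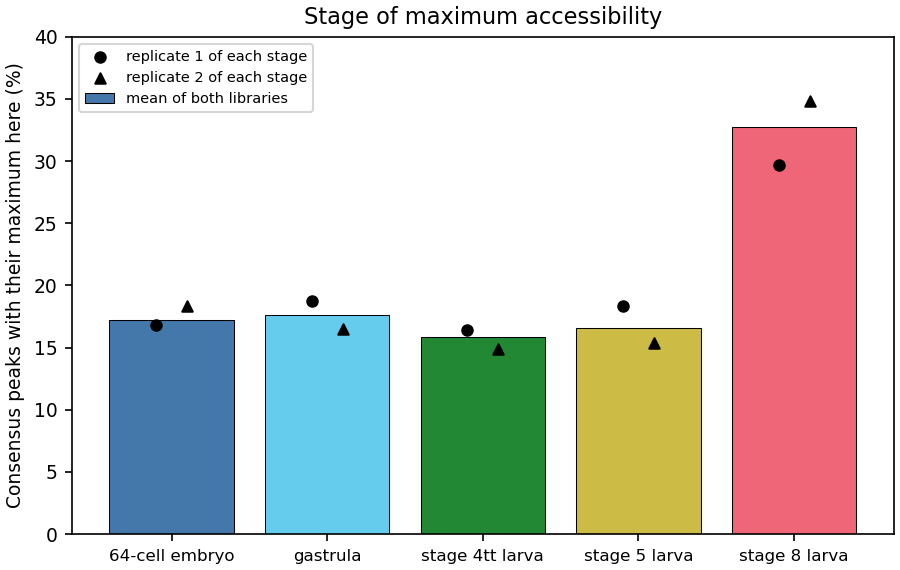
Share of consensus peaks in percent (vertical axis) whose normalised value was highest at each of the 5 stages (horizontal axis). Bars give the share from the means of both libraries, starting at 0, and points the share with replicate 1 (circles) or replicate 2 (triangles) of each stage alone; stage 8 holds 32.7% and every other stage between 15.8% and 17.6%.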

Values the study reported

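The study reported a final consensus set of 46,409 peaks in C. teleta. It also gave 44,368 consensus regulatory regions for this species, the number of peaks that it assigned to 23,382 genes.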

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

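The test on weak calls was chosen only after the result was seen, and the test on repeats was stated before. Of 19631 regions called in all 10 libraries, 14763 overlapped a consensus peak and 4868 (24.8%) did not. The latter entered the comparisons of peak lists but none of those made on the consensus table. They stand out as a signal in the peak lists that the consensus table leaves out. Calls weaker than those over consensus peaks are argued against by the fold enrichment, averaged per region over the 10 libraries. Its median over regions was 4.57 outside the table and 4.33 over consensus peaks, a ratio of 1.06. Both sets hold only regions called in all 10 libraries, so weak calls made in few libraries were not examined. The authors' removal of peaks in repeats is a candidate explanation that stays open. The same ratio of 1.06 goes with it but does not identify repeats, and no repeat annotation was used here. The regions were called at every stage, so a difference between stages does not account for them, and no biological explanation was tested.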

How the results depend on the processing

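The tests with edgeR, the scaling without the 10 strongest peaks and the fits without both libraries of a stage were chosen only after the data had been seen; the others were planned. Among 84 counts of changed peaks under alternatives, 76 stayed within 1.5 times the reported count. All 30 alternative counts of replicate-supported peaks did so too. Lists of equal length cap these counts, so that they do not test the rise from stage to stage. Of 168 values of the 8 changes at named peaks, 163 kept their direction and an adjusted p under 0.05, 5 kept their direction only, and 0 reversed. These 5 are changes of CTEL_peak_8197 with 1 library left out. By the naming rule both libraries of 1 stage lie above both of the other, so leaving out 1 library cannot reverse a direction. Nor can a minimum absolute log2 change of 1 drop changes of this size. The tally is therefore in part fixed by the rule.

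A minimum absolute log2 change of 1 left 11525 changed peaks from the 64-cell embryo to the gastrula (4219 opened, 7306 closed), 4134 from the gastrula to stage 4tt (1911 opened, 2223 closed), 9114 from stage 4tt to stage 5 (7478 opened, 1636 closed) and 2795 from stage 5 to stage 8 (1195 opened, 1600 closed). The stricter criterion itself makes these counts lower. From the gastrula to stage 4tt it also turned a majority of opened peaks into a majority of closed peaks.

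From stage 4tt to stage 5, quantile normalization lowered the opened peaks to 12063, and the closed peaks rose to 13936 with TMM factors computed on the table and to 14446 with edgeR and TMM on recovered reads. Both methods centre the bulk of peaks by construction. With edgeR and TMM, 14951 peaks opened. Equal totals without the 10 strongest peaks left the opened share at 63.0%. In the other comparisons, in the order of development, it was then 36.9%, 53.0% and 51.8%, against 42.8%, 59.6% and 46.8% in the authors' scaling. Fitting only the 4 libraries of stage 5 and stage 8 raised the opened peaks from 7107 to 11014; the cause was not tested. Of the reported calls, between 88.6% and 97.6% were the same peaks in the same direction with DESeq2 on recovered reads and the authors' factors, and between 96.3% and 99.8% with edgeR and the authors' factors.

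Leaving out 1 of the 10 libraries gave from 26672 to 29397 changed peaks from the 64-cell embryo to the gastrula, from 11482 to 19223 from the gastrula to stage 4tt and from 20250 to 29429 from stage 4tt to stage 5. From stage 5 to stage 8 the range was 9507 to 17119 (3898 to 8017 opened, 5186 to 9104 closed). The 4 libraries of these stages each moved that count by over 1.5 times, to 9824 without stage 5 replicate 1, 9507 without stage 5 replicate 2, 9620 without stage 8 replicate 1 and 9756 without stage 8 replicate 2. The lone remaining library was then assumed to vary like the other stages, and fewer libraries lower the power of the test.

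With the replicate number as a block, 29454, 16754, 27724 and 15058 peaks changed in the order of development, so the block changed no call count by over 1.5 times. The numbers did not pair the libraries: the correlation of deviations of same-numbered replicates lay between −0.05 and 0.03 over the 10 pairs of stages.

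Within the batches the mean Jaccard index of same-stage pairs was 0.666 (Oxford) and 0.712 (Novogene), where the exact test has too few pairings to reach a p of 0.05. It lay between 0.673 and 0.711 with both libraries of a stage left out.

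Numbers of stage-specific regions depended on the lists. Asking for an overlap of 50% in place of 1 bp moved none of them, since the regions are themselves merged from the peaks. Equal list lengths gave 3860 regions specific to stage 8, and a −log10 q-value of at least 5 gave 2156 specific to stage 5. Leaving out 1 library gave 3266 to 8499 regions specific to the 64-cell embryo, 1784 to 4783 to the gastrula, 1812 to 4882 to stage 4tt, 2187 to 7937 to stage 5 and 6876 to 17330 to stage 8. By construction a stage whose list comes from 1 library is not filtered by its replicate. The values without replicate 1 and without replicate 2 of the stage itself were 8499 and 6129 (64-cell embryo), 4783 and 4560 (gastrula), 4142 and 4882 (stage 4tt), 7201 and 7937 (stage 5), and 15914 and 17330 (stage 8). Without stage 8 replicate 2, 2187 regions were specific to stage 5.

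The share of peaks with their maximum before stage 4tt was 41.7% after quantile normalization and 36.5% among peaks at or above the median mean, and 34.9% to 35.5% with 1 replicate left out. After quantile normalization 20.2% of maxima were in the 64-cell embryo, 21.5% in the gastrula and 12.6% at stage 5. Among peaks at or above the median mean, 22.8% were at stage 4tt, 13.4% at stage 5 and 27.3% at stage 8. The stage 4tt share was then above those of the 64-cell embryo (17.3%) and the gastrula (19.2%). This reversed their order among all peaks with a value above 0. Among peaks whose highest stage was at least 1.5 times the lowest, 13.8% were at stage 4tt. The 64-cell share was 16.8% to 18.4% with 1 replicate left out. Stage 8 held the largest share under each of these alternatives, from 27.3% to 35.0%.

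Peaks by genomic feature, with its alternatives for promoter definition, number of peaks, position and replicates, was not run, since no gene was placed on a scaffold. Depth limits weak peaks most: in the shallowest library 1 read stands for 2.33 normalised units, against 0.516 in the deepest.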

Other observations

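Chosen only after the result was seen were the tests on scaling, on batch, on depth, on the 10 strongest peaks, on short scaffolds, on the resemblance of late libraries to earlier ones, and on peaks that were nearly absent from a library. The tests on signal over background from stage 4tt to stage 5 and on weak calls over peaks without reads were stated before their outcome was seen.

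More peaks opened than closed from stage 4tt to stage 5. The share opened was 85.8% of changed peaks in the weakest quartile of peaks by mean and 43.1% in the strongest, a difference of 42.8 percentage points. Lower signal over background in the stage 5 libraries may contribute to this, and the median fold enrichment of called peaks was lower as well, at 2.35 ± 0.0100 against 3.12 ± 0.0195 at stage 4tt (SD, n = 2 each). Weak peaks that open only in later larvae would give the same gradient, so a biological difference stays open and untested. With TMM on recovered reads 50.9% of changed peaks opened, but TMM centres the bulk of peaks, so this value cannot decide on the authors' scaling. As 0 stages were sequenced in both batches, batch and stage cannot be told apart.

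The lists at stage 5 and stage 8 were longer than at earlier stages. Deeper sequencing may explain this in part. Within the 6 Oxford libraries Pearson's r of peak number with reads was 0.739 with an exact permutation p of 0.1, which leaves depth open, as are batch and stage.

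The 10 strongest consensus peaks took 22.7% and 18.3% of the normalised total in the 64-cell libraries, 10.6% and 11.4% in the gastrula, 7.30% and 7.42% at stage 4tt, 1.84% and 2.09% at stage 5, and 3.90% and 4.05% at stage 8. The strongest, CTEL_peak_13150 (scaffold 2067, 10269 to 12505), was chosen after its values were seen. From the 64-cell embryo to stage 5 the 8 strongest fell by factors between 10.5 and 12.6, CTEL_peak_29599 by a factor of 2.44 and CTEL_peak_16956 by a factor of 14.45. Over all 10 the highest factor was 5.92 times the lowest. Separate regulation of the peaks stays open, since 8 fell nearly alike and 2 apart, and the 8 were set off after their values were seen. The 10 peaks lie on 7 scaffolds, none with a consensus peak beyond position 13658, while the median consensus peak lies on a scaffold whose last peak ends at 265989. A multicopy sequence, such as an organelle genome or a repeat array, is a candidate explanation that cannot be told apart from others without the sequence. The fall across stage 4tt to stage 5 also coincides with the change of batch, and a change in copy number during development was not tested.

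Among the consensus peaks, 390 were at 0 in all 10 libraries. Each of them overlapped a peak called in at least 1 library, and 73 a peak called in all 10. The median fold enrichment of the called peaks over them was 1.01 times that over other consensus peaks, which argues against weak calls. Of the 390 peaks, 56.7% lay on scaffolds whose last consensus peak ends before 10 kb. The same held for 51.5% of the 1090 peaks with 1 to 9 reads at most in any library and for 8.32% of the remaining peaks. Reads that map to several places and are left out at counting but not at peak calling may explain this, since short scaffolds can duplicate longer ones; mapping qualities were not analysed here. For such peaks a low normalised value does not show closed chromatin. No biological explanation was tested.

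By the values of the consensus peaks, which are not independent replicates, stage 8 libraries resembled the 64-cell libraries more than the gastrula libraries, with a mean Spearman's rho of 0.868 against 0.825. The order was the same at stage 5, with 0.911 against 0.894. The called peak lists gave the opposite order, with a mean Jaccard index of 0.309 with the 64-cell and 0.373 with the gastrula libraries at stage 8, and of 0.339 and 0.446 at stage 5. The 64-cell lists covered less sequence than the gastrula lists, 20.1 against 26.0 Mb, which lowers their index by itself, so this order does not decide on the resemblance. A lower signal over background shared by 64-cell and later libraries was tested in the strongest quartile of peaks. There the difference, gastrula minus 64-cell, turned to 0.0606 at stage 5, which goes with that explanation, but stayed at −0.0409 at stage 8. In the other quartiles, from the weakest up, it was −0.0829, −0.244 and −0.184 at stage 5 and −0.146, −0.351 and −0.321 at stage 8. At stage 8 rho in the second quartile was 0.0892 with the 64-cell and −0.262 with the gastrula libraries. In the strongest quartile it was 0.500 and 0.460. Quartiles cut on the mean of the same libraries narrow the range of values, so their differences are poorly comparable. The difference at stage 8 was smallest in the strongest quartile without turning, so a lower signal over background stays open there, as do batch and a biological resemblance.

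Some peaks were nearly absent from 1 library and strong in the other library of the same stage. With at most 5 normalised units in 1 library and at least 100 in the other, limits set after seeing the values, there were 4 such peaks in the 64-cell embryo, 26 in the gastrula and 17 at stage 4tt, and 0 at stage 5 and 0 at stage 8. They comprise 41 distinct peaks, as some were seen at several stages. The library without signal was replicate 2 for 3 of the 4, 20 of the 26 and 13 of the 17, and the cause of this skew was not tested. Stage cannot account for a difference within a stage. Sampling is argued against, as 100 units stand for at least 43.0 reads in any library. Of 16 such cases with a measurable neighbour within 10 kb, 7 (43.8%) had a neighbour changed at least 2-fold in the same direction, against 0.640% beside 174136 values of peaks that differed less than 2-fold between replicates (Fisher's exact test, two-sided, p = 4.92e-12; neighbouring peaks are not independent). A sequence variant such as a deletion carried by the animals of 1 library is a candidate explanation, and a technical difference between the libraries that affects neighbouring peaks alike stays open. CTEL_peak_8197, named in the report for its fall at stage 4tt, had 58 and 2 reads in the 64-cell libraries, so its changes between stages may reflect such a variant instead of stage.

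No such peak was seen between the 2 libraries of stage 5 or of stage 8. There, more peaks were nearly absent from both libraries while strong in at least 4 libraries of other stages. These numbered 18 at stage 5 and 29 at stage 8, on average 23.5 per stage, against 4.67 per stage in the Oxford libraries. If the animals of both libraries of a stage shared parents, variants would be seen in this form, but peaks closed at these stages would look alike, so this cannot be told apart from regulation. The typical log2 SD between replicates was 0.11 at stage 5 and 0.10 at stage 8, against 0.18, 0.15 and 0.12 at the earlier stages, where fewer reads were counted.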
